# Ribosomal RNA-Depletion Provides an Efficient Method for Successful Dual RNA-Seq Expression Profiling of a Marine Sponge Holobiont

**DOI:** 10.1007/s10126-022-10138-8

**Published:** 2022-07-27

**Authors:** Xueyan Xiang, Davide Poli, Bernard M. Degnan, Sandie M. Degnan

**Keywords:** Demosponge, Holobiont, Hologenome, Porifera, Transcriptomics

## Abstract

Investigations of host-symbiont interactions can benefit enormously from a complete and reliable holobiont gene expression profiling. The most efficient way to acquire holobiont transcriptomes is to perform RNA-Seq on both host and symbionts simultaneously. However, optimal methods for capturing both host and symbiont mRNAs are still under development, particularly when the host is a eukaryote and the symbionts are bacteria or archaea. Traditionally, poly(A)-enriched libraries have been used to capture eukaryotic mRNA, but the ability of this method to adequately capture bacterial mRNAs is unclear because of the short half-life of the bacterial transcripts. Here, we address this gap in knowledge with the aim of helping others to choose an appropriate RNA-Seq approach for analysis of animal host-bacterial symbiont transcriptomes. Specifically, we compared transcriptome bias, depth and coverage achieved by two different mRNA capture and sequencing strategies applied to the marine demosponge *Amphimedon queenslandica* holobiont. Annotated genomes of the sponge host and the three most abundant bacterial symbionts, which can comprise up to 95% of the adult microbiome, are available. Importantly, this allows for transcriptomes to be accurately mapped to these genomes, and thus quantitatively assessed and compared. The two strategies that we compare here are (i) poly(A) captured mRNA-Seq (Poly(A)-RNA-Seq) and (ii) ribosomal RNA depleted RNA-Seq (rRNA-depleted-RNA-Seq). For the host sponge, we find no significant difference in transcriptomes generated by the two different mRNA capture methods. However, for the symbiont transcriptomes, we confirm the expectation that the rRNA-depleted-RNA-Seq performs much better than the Poly(A)-RNA-Seq. This comparison demonstrates that RNA-Seq by ribosomal RNA depletion is an effective and reliable method to simultaneously capture gene expression in host and symbionts and thus to analyse holobiont transcriptomes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10126-022-10138-8.

## Introduction

Increasing interest in the microbes that live in association with multicellular organisms has revealed that symbioses are ubiquitous, and that plants and animals are best considered as holobionts comprising both a multicellular host and diverse microbiota (Bordenstein and Theis 2015; Rosenberg and Zilber-Rosenberg 2016). Host-associated microbes can have a critical influence on host metabolism, immunity, physiology, development and fitness (Engelstadter and Hurst 2009; Ezenwa et al. 2012; Leulier et al. 2017; McFall-Ngai et al. 2013; Pradeu 2011; Rosenberg and Zilber-Rosenberg 2016; Song et al. 2021; Yen and Barr 1971). To investigate these influences, the mechanisms of host-symbiont interactions are increasingly being explored by multi-omics approaches (Heinken and Thiele 2015; Rowland et al. 2017).

With recent significant reductions in sequencing costs, RNA-sequencing (RNA-Seq) has become a widely used method to study host-symbiont interactions and is especially valuable when used to profile host and symbiont transcriptomes simultaneously in the same biological samples. In the past decade, several studies have applied dual transcriptome analysis to reveal potential modes of cross-talk between symbiosis partners. For instance, early transcriptome analysis of the whitefly (*Bemisia tabaci*) complex revealed complementation in amino acid biosynthesis pathways between the whitefly and its bacterial endosymbiont *Candidatus Portiera aleyrodidarum* (Upadhyay et al. 2015). Dual RNA-Seq across the life cycle of the nematode *Brugia malayi* and its bacterial endosymbiont *Wolbachia* identified developmental pathways involving both nematode and bacterial genes (Grote et al. 2017). Metatranscriptome analysis contributed to the reconstruction of metabolic pathways of the sponge *Cymbastela concentrica* and its symbiotic microbes (Moitinho-Silva et al. 2017) and coral reef demosponges more broadly (Robbins et al. 2021).

However, the accurate and simultaneous analysis of the transcriptional state of both animal and bacterial partners in a symbiosis currently is not optimised for many holobiont systems. Transcriptomes generated via RNA-Seq tend to be dominated by highly abundant ribosomal (r)RNAs, making it necessary first to remove rRNA and enrich for coding sequence mRNAs. This need for rRNA removal creates challenges for studies wishing to capture both eukaryotic and bacterial mRNAs, because of differences in eukaryotic and bacterial transcript processing, lifespan and decay. In the eukaryote animal hosts, mRNA transcripts generally have a half-life of many hours (Sharova et al. 2009; Yang et al. 2003) and are stabilised by the addition of a long tail of adenines (poly(A) tails; ~ 250 long) at the 3′ end of the transcript (Dendooven et al. 2020; Perez-Ortin et al. 2013; Westermann et al. 2012). These relatively stable mRNAs with long poly(A) tails can be easily captured and enriched away from rRNAs by the use of oligo (dT) primers, to generate libraries for sequencing; this is standard practice for eukaryote mRNA-Seq. In contrast, bacterial symbiont mRNAs generally have a much shorter half-life of only a few minutes on average (Selinger et al. 2003) and are transiently polyadenylated with short poly(A) tails (< 50 As) (Dendooven et al. 2020; Westermann et al. 2012) that tag the transcript for degradation, rather than for stabilisation (Dreyfus and Regnier 2002). Thus, the most common choice for rRNA depletion in bacterial studies is to use a subtractive hybridisation method via commercial kits (see Petrova et al. (2017) for comparison of different kits) before RNA-Seq analyses.

These features suggest that holobiont transcriptome analyses may require different methods to capture mRNAs from eukaryote and bacterial partners before RNA-Seq. In studies of marine sponges, well recognised as exemplar animal-bacterial holobionts (Hentschel et al. 2012; O’Brien et al. 2020; Steinert et al. 2020; Webster and Thomas 2016), numerous strategies have been used to try and capture transcriptomes from both host and symbionts. For example, to reconstruct metabolic networks linking the host sponge *Cymbastela concentrica*, a diatom and three proteobacterial symbionts, Moitinho-Silva et al. (2017) combined a eukaryote poly(A) capture with a separate bacterial rRNA depletion method. The need to treat eukaryotic and bacterial RNA separately is labour- and cost-intensive. Thus, a single method that obtains sufficiently accurate mRNA representation from host and microbe is preferred. To this end, both sponge host and bacterial symbiont transcriptomes were obtained from the giant barrel sponge *Xestospongia muta* holobiont by applying only a eukaryote rRNA depletion step (Fiore et al. 2015); it appears in that study that bacterial rRNAs were retained, but there is no analysis reported as to whether these interfered with the depth of mRNA reads acquired. In contrast, transcriptomes of both the sponge *Vaceletia* sp. and its bacterial symbionts appear to have been assessed by using only poly(A) capture method (Germer et al. 2017). Based on the differences in eukaryotic and bacterial mRNA stability and processing described above, an oligo (dT) enrichment method may be expected to capture only a portion of the bacterial mRNAs, but there appears to be remarkably little empirical evidence to support or refute this expectation.

Here, we provide, to the best of our knowledge for the first time, an empirical comparison of the completeness of transcriptomes captured by rRNA depletion compared to poly(A) capture RNA-Seq methods. Accurate determination of the fraction of expressed eukaryote and bacterial genes that are captured by poly(A) enrichment compared to rRNA depletion methods requires that transcripts can be mapped back to assembled genomes of all partners. When this is not possible because genomes are not available for both host and symbionts, it is unclear to what extent the transcriptomes represent an accurate picture of the contributions of various partners in the symbiosis. To quantitatively compare the efficacy of Poly(A)-RNA-Seq versus rRNA depletion-RNA-Seq for the capture of both animal host and bacterial symbiont transcriptomes, here, we apply both strategies to an analysis of gene expression in the demosponge *Amphimedon queenslandica* holobiont. *A. queenslandica* hosts a low diversity microbiome that is dominated by three proteobacterial symbionts (*AqS1*, *AqS2* and *AqS3*) through most of the life cycle (Fieth et al. 2016), and that play a critical role in larval settlement (Song et al. 2021). The genomes of both the host sponge (Fernandez-Valverde et al. 2015; Srivastava et al. 2010) and of the three primary symbionts have been assembled and annotated (Gauthier et al. 2016; Xiang 2021). These foundational genomic resources allow us to align transcript reads precisely to their associated genomes, making the *A. queenslandica* holobiont a useful system to compare the power of the two different strategies for RNA-seq library construction.

## Materials and Methods

### Sample Collection and Sequencing

Adult *Amphimedon queenslandica* were collected from Heron Island Reef, Great Barrier Reef, Queensland, Australia (Latitude − 23.44, Longitude 151.92) as described previously (Leys et al. 2008). Six separate tissue biopsies, each approximately 3 cm^3^, were sampled immediately after collection as a source of RNA for this study. To increase the proportional representation of the low abundance bacterial symbionts in the biopsies, bacteria were enriched by a series of centrifugation and filtration steps following the protocol of Thomas et al. (2010). To assess the quality of the bacterial cell enrichments, a small fraction of these enrichment samples were stained with 4′,6-diamidino-2-phenylindole, dihydrochloride (DAPI) following the manufacturer’s protocol and visualised by fluorescence microscopy. This allowed us to visually confirm that the enrichment process had indeed been successful in increasing the bacterial:sponge cell ratio.

Total RNA was extracted separately from the six replicated biopsies, after bacterial cell enrichment, using TRIzol (Sigma-Aldrich) and DNA was removed with deoxyribonuclease I (Invitrogen), both following the manufacturer’s protocol. RNA was quantified by Qbit^®^ 2.0 Fluorimeter (Invitrogen), and quality was assessed by 1% TAE agarose gel electrophoresis. Illumina libraries were constructed separately from each of the six total RNAs using an Illumina TruSeq Stranded mRNA Library Prep Kit.

Three of the samples were subjected to the standard TruSeq Stranded mRNA-seq workflow, using the poly-A pulldown and standard protocol with 1 µg total RNA as input. The other three samples (2.5 µg total RNA each) were first rRNA-depleted using the Ribo-Zero Gold ribosomal RNA Removal Kit (Epidemiology, supplied by Illumina; https://sapac.illumina.com/products/by-type/molecular-biology-reagents/ribo-zero-gold-rrna-removal-epidemiology.html), which removes animal, Gram-positive and Gram-negative bacterial cytoplasmic and mitochondrial rRNA. One hundred nanograms of the depleted RNA was then used as input to the mRNA-seq protocol, but omitting the poly-A pulldown and instead of starting at the RNA fragmentation step.

From the fragmentation step onwards, the TruSeq protocol was followed for all six samples, using random hexamer priming for the generation of cDNA. We used 12 PCR cycles for the amplification. Each library was sequenced on the Illumina NextSeq500 platform in four runs. Both library preparation and sequencing were performed at Ramaciotti Centre for Genomics, Sydney, Australia. Thus, all six samples were treated identically throughout except for their random assignment to either poly(A) capture or rRNA depletion.

### Read Processing and Alignment

Raw paired-end sequences of 75 base pairs (bp) in length were processed using Trimmomatic (version 0.36) (Bolger et al. 2014) to crop the first 10 bp of each read, and to trim the reads using a 4 bp sliding window and an average quality threshold of 20. Both unpaired reads and resulting reads smaller than 60 bp were discarded. The remaining quality-filtered, paired-end reads were aligned to the *A. queenslandica*, *AqS1*, *AqS2* and *AqS3* genomes (Fernandez-Valverde et al. 2015; Srivastava et al. 2010; Gauthier et al. 2016; Xiang 2021) using HISAT2 (version 2.0.5) with default parameters (Pertea et al. 2016). Both unaligned reads, and reads that aligned to more than one of these four genomes, were discarded. The read mapping bam file of each sample was split into four bam files based on the scaffold ID of each species by SAMtools (version 1.3) (Li et al. 2009).

### Comparative Assessment of Gene Depth and Gene Coverage

The number of reads that aligned to the sponge or bacterial protein-coding sequences (CDS) was counted by htseq-count (v. 0.11.2.) from the HTSeq framework, using default parameters except for –stranded = reverse (Anders et al. 2015). These aligned reads were then converted to transcript counts per gene as a measure of gene depth. In addition, for each genome, gene coverage was estimated as the percentage of genes that were represented in the RNA-Seq data (that is, expressed gene number divided by total gene number). These two measures were compared within and between libraries prepared by each of the two different methods, and with a previously generated adult transcriptome to provide further context, as described below.

### Comparison with an RNA-Seq Dataset Generated Previously from Non-Bacterial-Enriched Sponge Sample

To specifically assess the effect of bacterial enrichment on the ability to recover holobiont transcriptomes, we compared the data generated in this study (see above) with previously published deep RNA-Seq data (Fernandez-Valverde et al. 2015). The latter was a stranded Poly(A)-RNA library derived from a single adult sponge with no bacterial enrichment step and was not replicated. We directly compared results from this published data with that of bacterial-enriched Poly(A)-RNA-Seq data generated in the current study. To do so, the raw paired-end reads were filtered by Trimmomatic (parameters: SLIDINGWINDOW:4:15 MINLEN:60 HEADCROP:7) (version 0.36) (Bolger et al. 2014). The remaining high-quality pair-end reads were aligned to the holobiont genomes as described above. Gene counts and gene coverage were also calculated from these data as described above.

### Comparison of Gene Function Among Different Data Sets

To investigate the possibility of functional biases resulting from differential capture of transcripts, Gene Ontology (GO) analyses were performed for the genes captured by the three different library preparation methods, rRNA-depleted-RNA-Seq, Poly(A)-RNA-Seq and bacterial-unenriched Poly(A)-RNA-Seq. GO term annotations of the holobiont gene models were performed using Blast2GO (version 5.2.4) (Conesa and Götz 2008), and the number of genes assigned to each annotated GO term was calculated for each species. Expressed CDS in each sample were identified as those to which at least one read pair mapped and expressed GO terms were scored when there was at least one gene expressed that could be attributed to the GO term. To identify any differences in the GO functions among the different RNA-Seq libraries, the expressed GO percentages were estimated in each sample for the sponge host and for each of the three bacterial symbionts, separately. That is, for each of the four species, the number of expressed GO terms in a given sample was divided by the total number of GO terms annotated in that species; the three replicated samples per RNA-Seq dataset were averaged. As several genes would likely be annotated with the same GO function, for each expressed GO term, the number and proportion of expressed genes were also calculated for each RNA-Seq dataset; the three replicated samples per RNA-Seq dataset were averaged.

## Results

### Sequencing and Alignment Profile

We generated 388 and 403 million reads for the three replicate rRNA-depleted-RNA-Seq samples (a, b, c) and the three replicate Poly(A)-RNA-Seq samples (d, e, f), respectively. 

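The counts analysed came from 6 libraries, each made from its own biopsy of adult *A. queenslandica*, a demosponge, after bacterial cells had been enriched. Libraries a, b and c (rRNA-depleted-RNA-Seq) started from 2.5 µg of total RNA each, and 100 ng of RNA left after ribosomal RNA removal went into each library. Libraries d, e and f (Poly(A)-RNA-Seq) started from 1 µg of total RNA each, from which polyadenylated RNA was captured. The authors trimmed the reads with Trimmomatic 0.36, aligned the pairs with HISAT2 2.0.5 to the genomes of the sponge and of its bacterial symbionts *AqS1*, *AqS2* and *AqS3*, discarded reads that aligned to more than 1 of these genomes, and counted the pairs on protein-coding sequences by strand with htseq-count (HTSeq 0.11.2). The deposited values are therefore raw counts of read pairs per gene, without pairs outside coding sequences, for 42714 sponge genes, 3478 *AqS1* genes, 1621 *AqS2* genes and 2933 *AqS3* genes.

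Over the 4 species, 23103234 pairs were counted in library a, 25304190 in b and 28733104 in c, against 38103694 in d, 45865906 in e and 43501972 in f. The paper gives totals of reads generated, of reads left after filtering and of mapped reads, and the values here use the counted pairs. *AqS1* had 3897053 to 4492239 pairs per rRNA-depleted-RNA-Seq library and 93185 to 93432 per Poly(A)-RNA-Seq library. *AqS2* had 313785 to 598243 pairs against 22550 to 22969, and *AqS3* had 221318 to 293032 against 11130 to 11797.

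Gene coverage was taken per library over all genes of a species, and median gene depth over the genes with at least 1 pair in that library, without scaling for library size. Means are given with the SD of 3 libraries and compared by an exact two-sided permutation test, in which 3 libraries against 3 cannot give a p below 0.1. Genes were compared within each species with edgeR, so that these tests compare the make-up of a transcriptome and not its amount. The paper calls the libraries of a method both technical triplicates and biological replicates and writes of correlation between individuals, while its account of the sampling names separate biopsies from adults and not how many sponges they came from. The p-values therefore measure the spread between these biopsies.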

After filtering low-quality reads with Trimmomatic (Bolger et al. 2014), more than 86% of reads (~ 336 and ~ 354 million reads for rRNA-depleted and Poly(A) samples, respectively) remained for subsequent analysis. For the previously published bacterial-unenriched Poly(A)-RNA-Seq transcriptome (Fernandez-Valverde et al. 2015), which was unreplicated, 341 million reads were generated, and 320 million of these reads remained after the quality filter step. All these high-quality reads were then aligned to updated versions of the genomes of *A. queenslandica* and its proteobacterial symbionts *AqS1*, *AqS2* and *AqS3* (Xiang 2021) by HISAT2 (version 2.0.5) (Pertea et al. 2016). On average, 69.3% rRNA-depleted-RNA-Seq reads, 81.2% Poly(A)-RNA-Seq reads and 63.1% bacterial-unenriched Poly(A)-RNA-Seq reads mapped to the four genomes. Of these mapped reads, 4.8% rRNA-depleted-RNA-Seq reads, 0.1% Poly(A)-RNA-Seq and few bacterial-unenriched Poly(A)-RNA-Seq reads mapped to more than one genome and were discarded because they could not be unambiguously assigned. A total of 222 million mapped rRNA-depleted-RNA-Seq reads, 287 million mapped Poly(A)-RNA-Seq reads and 51 million mapped bacterial-unenriched Poly(A)-RNA-Seq reads remained for further analysis.

For the bacterial-enriched rRNA-depleted-RNA-Seq libraries, 77% of the mapped reads were attributed to the sponge host *Aq*, while 19.2%, 2.54% and 1.3% were attributed to *AqS1*, *AqS2* and *AqS3*, respectively (Fig. 1A). 

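In the rRNA-depleted-RNA-Seq libraries, the sponge held 81.0% ± 2.24 (SD, n = 3) of the counted read pairs. *AqS1* held 16.3% ± 1.29 (SD, n = 3), *AqS2* 1.74% ± 0.740 and *AqS3* 1.02% ± 0.214. Library a had the highest symbiont share, with 21.6% of its pairs in the 3 symbionts together, and the lowest share among the 3 libraries was 17.5%. The share of *AqS2* ranged from 1.24% to 2.59%, and was highest in library a. These shares are of pairs counted on coding sequences, while the percentages of Fig. 1A are of all mapped reads.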

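In the Poly(A)-RNA-Seq libraries, the 3 symbionts together held 0.302% ± 0.0285 (SD, n = 3) of the counted pairs, a share 63.0 times lower than with rRNA depletion. The share of *AqS1* was 0.221% ± 0.0217 (SD, n = 3), that of *AqS2* 0.0538% ± 0.00475 and that of *AqS3* 0.0270% ± 0.00222. Between the methods, *AqS1* differed 73.6-fold, *AqS2* 32.3-fold and *AqS3* 37.8-fold in share. The sponge made up 99.7% ± 0.0285 of the pairs (SD, n = 3). For each of the 4 species, the 3 libraries of one method lay apart from the 3 of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow).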

By comparison, for the bacterial-enriched Poly(A)-RNA-Seq libraries, almost all the aligned reads (99.2%) were attributed to the sponge host; only 0.6%, 0.2% and 0.1% reads were attributed to bacterial symbiont genomes *AqS1*, *AqS2* and *AqS3*, respectively (Fig. 1B). For the bacterial-unenriched Poly(A)-RNA-Seq library, 99.9% of mapped reads were attributed to the sponge host, and only 0.03% to the three symbiotic bacteria in total.

**Fig. 1:**
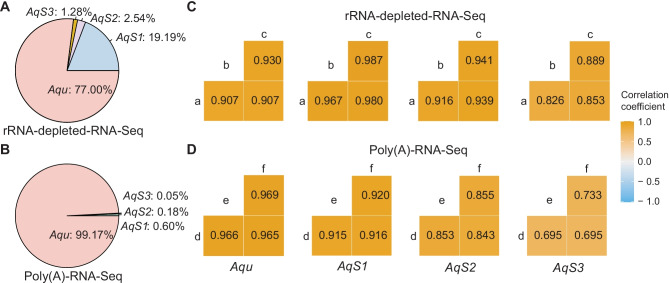
Comparison between two different RNA-Seq methods in capturing transcriptomes of the *A. queenslandica* holobiont. **A** and **B** Taxonomic distribution of reads, expressed as percent of reads aligned to *A. queenslandica* (*Aqu*) and its proteobacterial symbionts *AqS1*, *AqS2* and *AqS3* for rRNA-depleted-RNA-Seq (A) and Poly(A)-RNA-Seq (B) libraries. **C** and **D** Correlation of expressed genes between three biological replicates for rRNA-depleted-RNA-Seq (C, replicates a–c) and Poly(A)-RNA-Seq (D, replicates d–f) libraries

### Correlation Between Samples

The reads aligned to each gene were considered a measure of gene expression. Correlation of the gene expression between the technical triplicates was estimated by gene read counts (gene depth) between individuals (biological replicates) within each experimental group. All read counts were included in calculating the Spearman's correlation efficiencies. 

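Sponge genes ranked more alike among the Poly(A)-RNA-Seq libraries than among the rRNA-depleted-RNA-Seq libraries. Spearman's rho across all sponge genes averaged 0.967 ± 0.00245 (SD of 3 pairs of libraries) for Poly(A)-RNA-Seq and 0.915 ± 0.0134 for rRNA-depleted-RNA-Seq. Libraries b and c gave the highest rho of the rRNA-depleted pairs, 0.930, which lay below the lowest of the Poly(A) pairs, 0.965. Genes are not independent replicates and the pairs share libraries, so no test was made.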

For the host sponge *A. queenslandica*, the gene expression correlation was strong among the triplicates from both rRNA-depleted- and Poly(A)-RNA-Seq groups, with Spearman’s correlation efficiencies ranging from 0.907 to 0.969 (Fig. 1C, D). For the three symbiotic bacteria, the correlation of gene expression varied between the biological replicates from each experimental group. 

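Among the rRNA-depleted-RNA-Seq libraries, the genes of *AqS1* kept the most similar ranks, with a mean Spearman's rho across genes of 0.978 ± 0.0105 (SD of 3 pairs). *AqS2* followed with 0.932 ± 0.0135 and *AqS3* with 0.856 ± 0.0319. In each symbiont the pair of libraries a and b had the lowest rho and the pair b and c the highest. The order of the symbionts is also the order of their read pairs per library.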

For the rRNA-depleted-RNA-Seq data, the Spearman's correlation efficiencies of *AqS1* biological replicates ranged from 0.967 to 0.987, with *AqS2* from 0.916 to 0.941, and *AqS3* from 0.826 to 0.889. These were higher than those correlation efficiencies of the Poly(A)-RNA-Seq replicates, with *AqS1* ranged from 0.915 to 0.920, *AqS2* from 0.843 to 0.855 and *AqS3* from 0.695 to 0.733. 

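Among the Poly(A)-RNA-Seq libraries, mean rho across genes was 0.917 ± 0.00265 (SD of 3 pairs) for *AqS1*, 0.850 ± 0.00642 for *AqS2* and 0.708 ± 0.0222 for *AqS3*. When every library was thinned at random to the smallest total of the species, the symbiont genes of the rRNA-depleted-RNA-Seq libraries ranked less alike. *AqS1* then had a mean rho of 0.936 ± 0.00933 in the rRNA-depleted libraries, which stayed above the Poly(A) libraries. For *AqS2* the thinned means were 0.847 ± 0.0108 with rRNA depletion and 0.850 ± 0.00620 with Poly(A) capture, closer than their spread. For *AqS3* they were 0.681 ± 0.0228 and 0.706 ± 0.0212, in the opposite order to the means over all pairs.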

Overall, the strong correlations between the biological replicates from each experimental group suggested the gene expression profiles of the four species in the *A. queenslandica* holobiont were comparable within the rRNA-depleted- and the Poly(A)-RNA-Seq samples.

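Across methods, sponge genes and *AqS1* genes kept their ranks better than *AqS2* and *AqS3* genes. Over the 9 pairs of 1 library of each method, Spearman's rho across genes ranged from 0.883 to 0.917 for *A. queenslandica* and from 0.877 to 0.918 for *AqS1*. It ranged from 0.642 to 0.762 for *AqS2*, below every pair of *AqS2* libraries of the same method. For *AqS3* it ranged from 0.632 to 0.732, a range that overlaps that of the Poly(A)-RNA-Seq libraries among themselves. The 9 pairs share libraries, so no test was made.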

### Gene Coverage

Transcript quantification is one of the most common applications of RNA-Seq; it estimates the gene expression levels based on the number of reads mapped to each gene. This approach is widely used to identify differential expression (DE) of genes between different treatments and contexts (Conesa et al. 2016). Many DE software packages filter genes with < 5 reads before identifying DE genes because of both biological and statistical concerns, removing genes with low read counts prior to downstream analysis (Chen et al. 2016). To better understand the influence of RNA-Seq library preparation method for capture of both animal host and bacterial symbiont transcriptomes, we compared the percentage of genes to which RNA-Seq reads were mapped across the different methods (Fig. 2A). Specifically, we filtered the genes with two thresholds (5 and 1 read pairs) and then calculated the gene coverage.

**Fig. 2:**
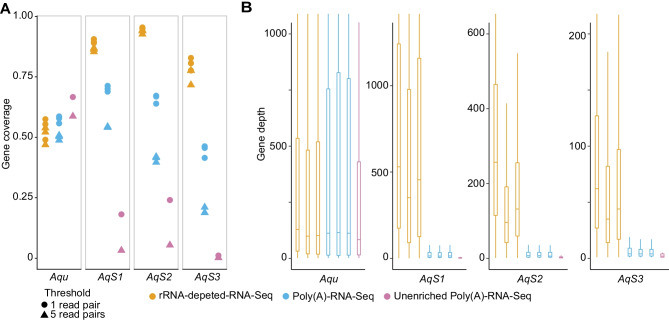
Gene coverage and depth of rRNA-depleted-RNA-Seq, Poly(A)-RNA-Seq and unenriched Poly(A)-RNA-Seq transcriptomes of the *A. queenslandica* holobiont. **A** Gene coverage, expressed as percent of genes to which reads aligned to *A. queenslandica* (*Aqu*) and its proteobacterial symbionts *AqS1*, *AqS2* and *AqS3*. Shown are results for 1 (dots) and 5 (triangles) reads mapped to CDS thresholds for the three biological replicate libraries (rRNA-depleted-RNA-Seq and Poly(A)-RNA-Seq) and single bacterial-unenriched Poly(A)-RNA-Seq library. **B** Gene depth, expressed as boxplot of the number of reads mapped to each expressed gene

When we used the minimal threshold of 1 read pairs mapped, the percent of *A. queenslandica* genes covered by the rRNA-depleted-RNA-Seq data (53.93%) was very similar to that of the Poly(A)-RNA-Seq data (57.38%) (two-tailed *t*-test, *p*-value 0.308), and both of these were lower than the bacterial unenriched-Poly(A)-RNA-Seq data (66.62%) (Fig. 2A). 

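The rRNA-depleted-RNA-Seq libraries detected 54.0% ± 4.43 (SD, n = 3) of the sponge genes and the Poly(A)-RNA-Seq libraries 57.4% ± 1.48 (SD, n = 3). Library a detected the fewest sponge genes, 20926, and its coverage of 49.0% lay below that of every other library. The other two rRNA-depleted libraries detected 23669 and 24551 sponge genes. The difference between the methods was within the spread of the libraries (exact two-sided permutation test, p = 0.2). Without library a it fell from 3.45 to 0.970 percentage points. Counted over genes with a pair in any of the 3 libraries of a method, the difference, Poly(A) minus rRNA-depleted, was -1.27 points. With a pair required in all 3 libraries it was wider, with coverage of 52.3% for Poly(A) capture and 44.5% for rRNA depletion.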

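With rRNA depletion, the number of genes detected per library averaged 3120 in *AqS1*, 1542 in *AqS2* and 2357 in *AqS3*. *AqS2* coverage at 1 read pair varied least between libraries, from 94.9% to 95.4%, and *AqS1* coverage ranged from 89.0% to 90.6%. *AqS3* coverage had the widest range, from 77.6% in library b to 82.8% in library c.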

For the bacterial symbiont genomes, on average, 89.70% (± 0.0082) *AqS1* genes, 95.11% (± 0.0029) *AqS2* genes and 80.36% (± 0.0260) *AqS3* genes were captured by rRNA-depleted-RNA-Seq libraries. These gene coverages were much higher than those captured by Poly(A)-RNA-Seq libraries, which, on average, were 70.07% (± 0.0119) for *AqS1*, 65.99% (± 0.0181) for *AqS2* and 44.46% (± 0.0259) for *AqS3* (one-tailed *t*-test, *p*-values were 2.54e-05 in *AqS1*, 4.98e-04 in *AqS2* and 3.56e-05 in *AqS3*). 

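Poly(A)-RNA-Seq detected 70.1% ± 1.19 (SD, n = 3) of *AqS1* genes, 66.0% ± 1.81 of *AqS2* genes and 44.5% ± 2.59 of *AqS3* genes. *AqS3* coverage was 35.9 percentage points higher with rRNA depletion, *AqS2* coverage 29.1 points and *AqS1* coverage 19.6 points. In each symbiont every rRNA-depleted-RNA-Seq library lay above every Poly(A)-RNA-Seq library (exact permutation test, p = 0.1 two-sided and p = 0.05 one-sided, the smallest that 3 libraries against 3 allow).

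The symbiont read pairs differ many-fold between the methods, so coverage was also computed for an equal number of pairs, by drawing from each library the smallest of the 6 totals of the species. *AqS2* coverage was then 88.3% ± 1.31 (SD, n = 3) with rRNA depletion and 65.9% ± 1.75 with Poly(A) capture. *AqS1* coverage was 78.7% ± 1.91 and 70.1% ± 1.20, and *AqS3* coverage 60.1% ± 3.48 and 44.2% ± 2.41. Each of these differences exceeded the spread of the libraries (exact two-sided permutation test, p = 0.1 in each symbiont). Sponge coverage at equal depth was 53.8% ± 4.27 and 54.8% ± 0.906 (exact two-sided permutation test, p = 0.9), and without library a the difference, Poly(A) minus rRNA-depleted, changed sign to -1.44 percentage points.

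**Figure D1:**
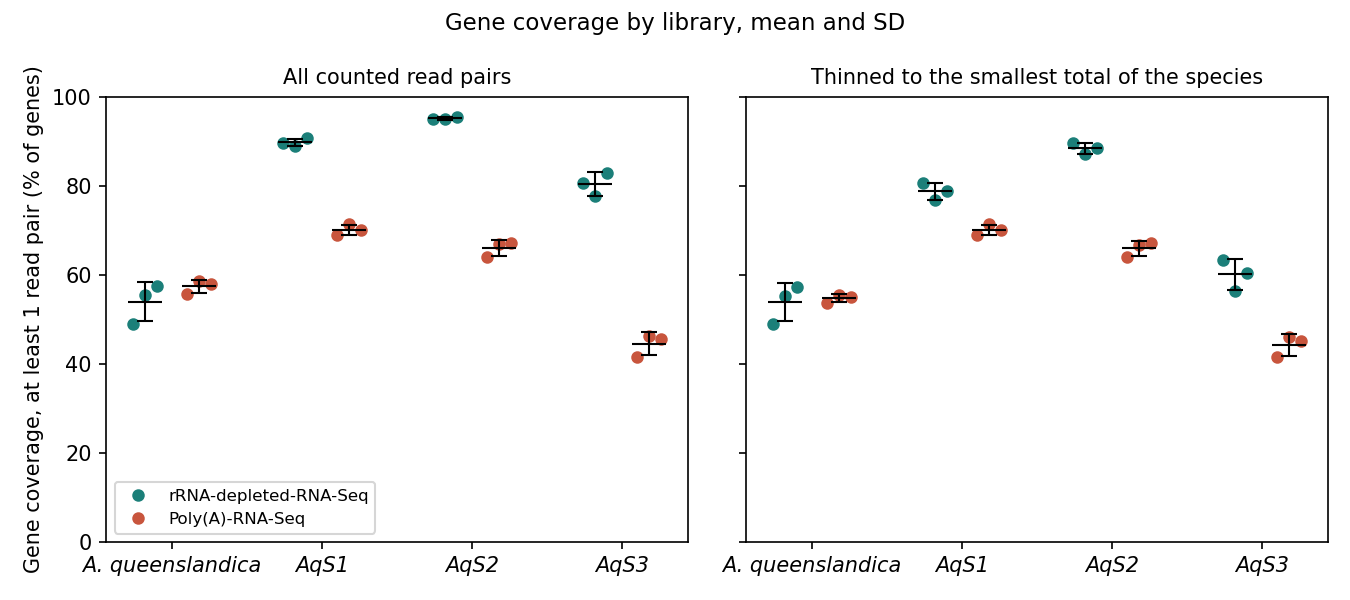
Gene coverage as the percent of genes with at least 1 read pair in each library, by species, for all counted pairs (left) and after thinning to the smallest total of the species (right). Each point is 1 library, and the lines give the mean and SD of 3 libraries. In the 3 symbionts the rRNA-depleted-RNA-Seq libraries lie above the Poly(A)-RNA-Seq libraries in both panels, with the smallest distance at equal depth in *AqS1*, and the sponge libraries overlap.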

The coverages also were higher than that of the bacterial unenriched-Poly(A)-RNA-Seq samples, which were 18.14% in *AqS1*, 24.06% in *AqS2* and 1.13% in *AqS3*. This gene coverage comparison indicated that rRNA-depleted-RNA-Seq and Poly(A)-RNA-Seq could capture the animal host transcriptomes at the same level, but rRNA-depleted-RNA-Seq was better at capturing the bacterial symbiont transcriptomes. 

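Some genes had no read pair in any of the 6 libraries, and these were 12958 sponge genes, 247 *AqS1* genes, 49 *AqS2* genes and 330 *AqS3* genes. Nearly every symbiont gene with Poly(A)-RNA-Seq pairs also had pairs with rRNA depletion, since 248 *AqS1* genes, 50 *AqS2* genes and 334 *AqS3* genes were at 0 in all 3 rRNA-depleted-RNA-Seq libraries. This was likely in advance, since Poly(A)-RNA-Seq had only 2.24% as many pairs in *AqS1*, 5.21% in *AqS2* and 4.39% in *AqS3*. In the sponge, 15352 genes were at 0 in all 3 rRNA-depleted-RNA-Seq libraries. From the similar sponge coverage and the higher symbiont coverage with rRNA depletion, the paper reasons that both methods could capture the host transcriptome at the same level and that rRNA-depleted-RNA-Seq was better at capturing those of the symbionts.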

The unenriched-Poly(A)-RNA-Seq was less likely to comprehensively capture bacterial symbiont transcriptomes compared to the rRNA-depleted-RNA-Seq and Poly(A)-RNA-Seq.

When the threshold was raised to at least 5 read pairs per gene, on average, 50.94% and 49.92% *A. queenslandica* genes were covered in the rRNA-depleted-RNA-Seq data and Poly(A)-RNA-Seq data, respectively, with 58.66% of the genes represented in bacterial unenriched-Poly(A)-RNA-Seq data (Fig. 2A). These values are consistent with the estimated proportion of genes in the genome that are expressed in adult *A. queenslandica* (Fernandez-Valverde et al. 2015). 

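At 5 read pairs, the order of the methods for the sponge was the opposite of that at 1 pair, and both differences were within the spread of the libraries. The rRNA-depleted-RNA-Seq libraries covered 51.0% ± 3.63 (SD, n = 3) of sponge genes and the Poly(A)-RNA-Seq libraries 50.0% ± 1.04 (exact two-sided permutation test, p = 0.8). Fewer sponge genes dropped out between the thresholds with rRNA depletion. Genes with 1 to 4 pairs numbered 895 in library a, 1402 in b and 1543 in c, against 2976 in d, 3345 in e and 3241 in f. Without library c the difference changed sign, with Poly(A) coverage 0.440 percentage points above that of rRNA depletion, and it was 3.84 points above when 5 pairs were required in all 3 libraries of a method.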

For the symbiont bacterial genes, on average, 86.23% (± 0.0079) *AqS1* genes, 93.65% (± 0.0087) *AqS2* genes and 75.63% (± 0.0344) *AqS3* genes were captured in the rRNA-depleted-RNA-Seq data. 

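Raising the threshold to 5 read pairs removed few symbiont genes from the rRNA-depleted-RNA-Seq libraries. Coverage was 93.6% ± 0.875 (SD, n = 3) in *AqS2*, 86.2% ± 0.791 in *AqS1* and 75.6% ± 3.44 in *AqS3*. Only 11 to 36 *AqS2* genes per library had 1 to 4 pairs, against 108 to 128 *AqS1* genes and 87 to 175 *AqS3* genes. The lowest *AqS3* coverage of a library was 71.7%.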

By comparison, in the Poly(A)-RNA-Seq data, on average, only 54.22% (± 0.0016) *AqS1* genes, 41.07% (± 0.0123) *AqS2* genes and 19.57% (± 0.0130) *AqS3* genes were captured. 

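With Poly(A) capture, the higher threshold removed most of the detected *AqS3* genes. Coverage at 5 read pairs was 19.6% ± 1.30 (SD, n = 3) in *AqS3*, 41.1% ± 1.23 in *AqS2* and 54.2% ± 0.158 in *AqS1*. In *AqS3*, 665 to 805 genes per library had 1 to 4 pairs. Coverage was 56.1 percentage points higher with rRNA depletion in *AqS3*, 52.6 points in *AqS2* and 32.0 points in *AqS1*, and no library of one method overlapped those of the other (exact permutation test, p = 0.1 two-sided and p = 0.05 one-sided, the smallest that 3 libraries against 3 allow).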

In the bacterial unenriched-Poly(A)-RNA-Seq samples, only 3.22% *AqS1* genes, 5.43% *AqS2* genes and 0.20% *AqS3* genes were captured. These gene coverages indicate that rRNA-depleted-RNA-Seq captured a similar proportion of sponge genes and a higher proportion of bacterial genes than Poly(A)-RNA-Seq. 

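At equal depth the picture at 5 read pairs differed by species. *AqS2* kept a difference beyond the spread of the libraries, with 63.5% ± 4.49 (SD, n = 3) of genes covered with rRNA depletion and 40.9% ± 1.07 with Poly(A) capture. *AqS1* coverage was 59.9% ± 4.01 and 54.2% ± 0.140, and sponge coverage 50.2% ± 2.93 and 44.8% ± 0.389. In these 3 species no library of one method overlapped those of the other (exact two-sided permutation test, p = 0.1). *AqS3* coverage was 20.6% ± 2.21 and 19.1% ± 0.763, a difference within the spread of the libraries (exact two-sided permutation test, p = 0.4).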

For the unenriched-Poly(A)-RNA-Seq sample, the coverage was representative only for the sponge transcriptome but not for the symbiotic bacterial transcriptomes.

### Distribution of Read Depth in Gene Coding Regions

Sequence depth is a crucial measure of the robustness of RNA-Seq data. We calculated the gene depth by counts of aligned reads per gene and compared the gene depth distribution of the rRNA-depleted-, Poly(A)- and bacterial unenriched-Poly(A)-RNA-Seq samples (Fig. 2B). For the host sponge *A. queenslandica*, on average, the median gene depths were 110 (± 15.95) and 113 (± 1.73) reads per gene for the rRNA-depleted- and Poly(A)-RNA-Seq libraries, respectively, and 83 for the bacterial unenriched-Poly(A)-RNA-Seq library. 

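Median gene depth in the sponge was 110.0 ± 16.5 read pairs per gene (SD, n = 3) with rRNA depletion and 113 ± 1.73 (SD, n = 3) with Poly(A) capture, and did not differ beyond the spread of the libraries (exact two-sided permutation test, p = 1.0). The log2 ratio of Poly(A) to rRNA-depleted depth was 0.05, and its sign changed without library b (-0.0218) and without library c (-0.000225). The direction depended on scaling and on the genes taken. As CPM of the 4 species, median sponge depth was higher with rRNA depletion, at 4.35 ± 1.08 against 2.67 ± 0.232 (SD, n = 3), and over genes with at least 5 pairs it was lower, at 130.0 ± 12.5 pairs against 192 ± 7.21. In both cases no library of one method overlapped those of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Sponge genes with low counts were scarcer with rRNA depletion. Of the detected sponge genes, 4.28% had 1 to 4 pairs in library a, 5.92% in b and 6.28% in c, against 12.5% in d, 13.4% in e and 13.1% in f. The steepest drop from 1 to 4 pairs was in library a, with 504 sponge genes at 1 pair and 90 at 4 pairs. Libraries b and c had 443 and 528 genes at 1 pair and 360 and 345 at 4 pairs. Libraries d, e and f had 889, 1174 and 1062 genes at 1 pair and 593, 582 and 584 at 4 pairs.

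**Figure D2:**
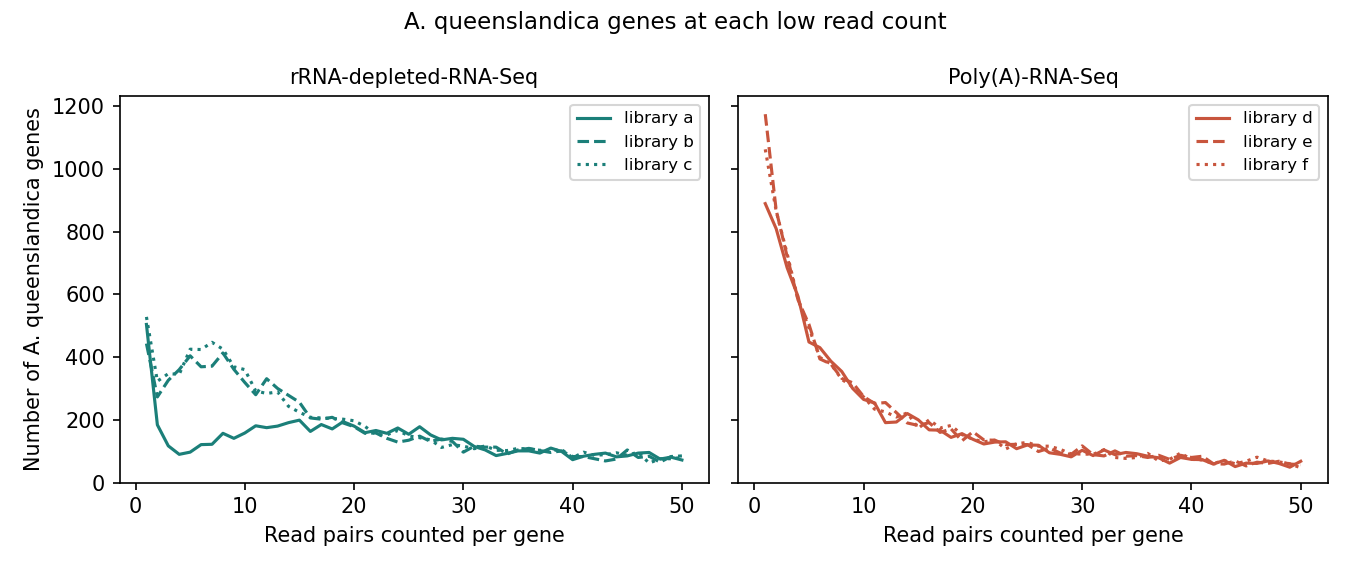
Number of *A. queenslandica* genes (vertical axis) at each count from 1 to 50 read pairs (horizontal axis), with 1 line per library, for rRNA-depleted-RNA-Seq (left) and Poly(A)-RNA-Seq (right). The lines of libraries a, b and c drop after 1 pair and rise again before they fall, while those of d, e and f have their highest value at 1 pair and no such rise.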

For each bacterial symbiont, the rRNA-depleted-RNA-Seq data showed the highest average gene depths, which were higher than these of the Poly(A)-RNA-Seq data and bacterial unenriched-Poly(A)-RNA-Seq data. 

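Genes of all 3 symbionts had more read pairs per detected gene with rRNA depletion. Mean median depth was 32.6 times higher in *AqS1*, 24.2 times in *AqS2* and 11.8 times in *AqS3* than with Poly(A) capture. With rRNA depletion, *AqS2* medians ranged from 96 in library b to 257 in library a. With Poly(A) capture the median was 13 or 14 in each library for *AqS1*, 6 or 7 for *AqS2* and 4 for *AqS3*. No library of one method overlapped those of the other in any symbiont (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).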

On average, the rRNA-depleted-RNA-Seq median gene depths were 446 (± 89.37) in *AqS1*, 162 (± 84.50) in *AqS2* and 47 (± 13.75) in *AqS3*; the Poly(A)-RNA-Seq median gene depths were 14 (± 0.58) in *AqS1*, 7 (± 0.58) in *AqS2* and 4 (± 0) in *AqS3* (Fig. 2B). The median gene depth for all the three primary symbiotic bacteria was 2 for the bacterial unenriched-Poly(A)-RNA-Seq sample. 

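The spread of depth around the median, in pairs not scaled for library size, differed between the methods in the sponge. Sponge pairs per library averaged 20853700 with rRNA depletion and 42363000 with Poly(A) capture, so the quartiles also reflect library size. The lower quartile of detected sponge genes was 23.7 ± 7.23 read pairs (SD, n = 3) with rRNA depletion and 13.7 ± 0.577 with Poly(A) capture, and the upper quartile was 512 ± 27.1 and 795 ± 36.7. Compared gene by gene within the sponge, 5158 of 20004 tested genes were higher in Poly(A)-RNA-Seq and 5337 were lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 10 most abundant genes held 9.52% ± 0.542 of the sponge pairs with rRNA depletion and 11.6% ± 0.228 with Poly(A) capture (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). The single most abundant gene went the other way, with 3.94% ± 0.381 and 2.25% ± 0.0377 (exact two-sided permutation test, p = 0.1).

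The count tables do not pair gene IDs with names, so 2 IDs in each direction are given. Aqu3.1.14150_001 had 42526 to 60826 pairs in the rRNA-depleted-RNA-Seq libraries and 9 to 14 in the Poly(A)-RNA-Seq libraries. Its log2 fold change was -12.82 (adjusted p = 2.47e-13 from edgeR). Aqu3.1.33785_001 had 47198 to 61416 pairs and 13 to 16 (log2 fold change -12.57, adjusted p = 6.14e-14 from edgeR). Aqu3.1.21163_001 had no pair with rRNA depletion and 46 to 67 with Poly(A) capture, at least 35.6-fold higher when 3 pairs over the 3 libraries are taken as the floor (adjusted p = 0.000632 from edgeR). Aqu3.1.01409_001 had none and 37 to 43, at least 24.0-fold higher against the same floor (adjusted p = 0.00144 from edgeR). The test against a fold change of at least 2 in edgeR called 983 sponge genes higher and 2151 lower. The order of the 2 counts at any fold change turned with no filter on low counts (5546 higher and 4998 lower), and without library b (5579 and 5322), c (5464 and 5143), d (4540 and 4217), e (4503 and 4231) or f (4513 and 4247). With library totals in place of TMM factors, 3442 sponge genes were higher and 7250 lower, with the median log2 fold change at -0.34 in place of -0.04.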

The similar read depth distributions of *A. queenslandica* for rRNA-depleted- and Poly(A)-RNA-Seq samples implied that there was no noteworthy gene depth difference among the host sponge transcriptome captured by both methods, but sponge transcript depths were lower than obtained by bacterial unenriched-Poly(A)-RNA-Seq (Fig. 2B). The symbiont gene depths were much higher in the rRNA-depleted-RNA-Seq data compared to both the Poly(A)-RNA-Seq and the bacterial unenriched-Poly(A)-RNA-Seq data.

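When depth was scaled to the read pairs of the species in each library, as CPM within the species, *AqS1* and *AqS3* genes had the lower median depth with rRNA depletion. The median CPM of detected *AqS1* genes was 107 ± 20.1 (SD, n = 3) with rRNA depletion and 146 ± 5.98 with Poly(A) capture. For *AqS3* it was 178 ± 29.0 and 350.2 ± 10.3. In both symbionts no library of one method overlapped those of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). For *AqS2* it was 355 ± 65.4 and 293 ± 25.4 (exact two-sided permutation test, p = 0.2). For the sponge it was 5.40 ± 1.51 and 2.68 ± 0.234, higher with rRNA depletion without overlap of the libraries (exact two-sided permutation test, p = 0.1). The median is over detected genes, which in the symbionts were fewer with Poly(A) capture.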

### Comparison of the Expressed Biological Functions in the Different RNA-Seq Data Sets

A first step towards understanding gene functions in host and symbionts is to annotate expressed and enriched genes in RNA-Seq data sets using Gene Ontology (GO) (Ashburner et al. 2000). GO analyses were performed and compared between rRNA-depleted-RNA-Seq, Poly(A)-RNA-Seq and bacterial unenriched Poly(A)-RNA-Seq using Blast2GO (version 5.2.4) (Conesa and Götz 2008) to determine if any of the RNA-Seq approaches resulted in a bias in the types of genes captured in the transcriptomes. In total, 28,570 *A. queenslandica* genes, 2417 *AqS1* genes, 1193 *AqS2* genes and 1977 *AqS3* genes were assigned to 6357, 1317, 904 and 1030 GO terms, respectively.

To identify any differences in GO functional annotations among the different RNA-Seq libraries, the percentage of expressed GO terms in each sample was calculated for each species. That is, for a given species, if any gene in the genome that had been assigned to a particular GO term was expressed with at least 1 read pair in a given sample, that GO term was considered an expressed GO term. The expressed GO percentage was estimated as the percent of total GO terms for the genome that were represented in the RNA-Seq data, with replicates averaged (Fig. 3A and Supplementary Table S1). For *A. queenslandica*, almost all the GO terms were present in the rRNA-depleted-RNA-Seq data (95.88% ± 0.0085), Poly(A)-RNA-Seq data (97.43% ± 0.0036) and bacterial unenriched-Poly(A)-RNA-Seq data (98.47%). For the bacterial symbionts, the expressed GO term percentages were 98.96% ± 0.002 in *AqS1*, 99.34% ± 0.001 in *AqS2* and 98.32% ± 0.006 in *AqS3* for the rRNA-depleted-RNA-Seq samples (Fig. 3A). These percentages of expressed GO terms in rRNA-depleted-RNA-Seq samples were higher than in Poly(A)-RNA-Seq samples, which was 92.63% ± 0.006 in *AqS1*, 86.32% ± 0.01 in *AqS2* and 79.58% ± 0.014 in *AqS3* (one-tailed *t*-test, *p*-values were 3.68e-04 in *AqS1*, 9.37e-04 in *AqS2* and 1.91e-04 in *AqS3*); and also higher than that of bacterial unenriched-Poly(A)-RNA-Seq sample, which was 38.72% in *AqS1*, 46.02% in *AqS2* and 2.91% in *AqS3* (Fig. 3A). These GO term expression percentages indicate that the different libraries capture a similar functional transcriptional profile of the host sponge *A. queenslandica*. In contrast, while rRNA-depleted-RNA-Seq provides a near-complete functional representation of the symbiotic bacteria, this is not true for the Poly(A)-RNA-Seq and bacterial unenriched-Poly(A)-RNA-Seq.

**Fig. 3:**
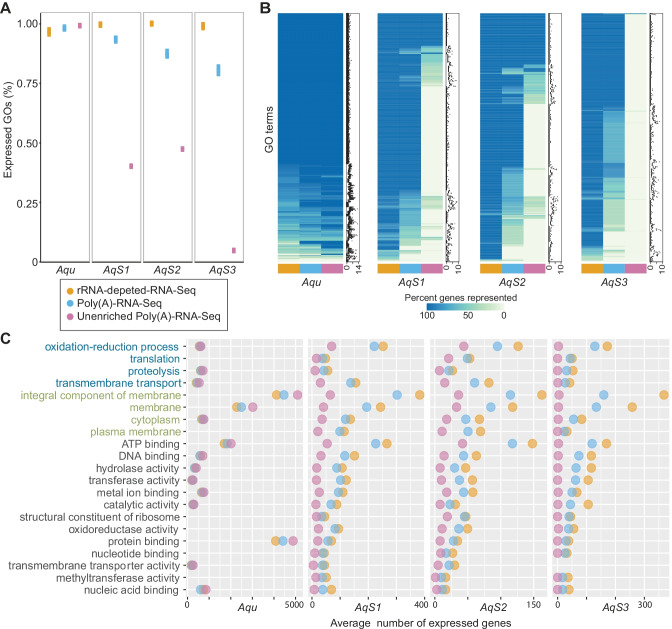
Gene ontology analyses of transcriptomes generated by the RNA-Seq data sets of the partners in the *A. queenslandica* holobiont. **A** Percent of GO terms identified from expressed genes present in rRNA-depleted-RNA-Seq, Poly(A)-RNA-Seq and unenriched Poly(A)-RNA-Seq datasets with at least 1 read pair per CDS compared to genome GO terms. **B** Heatmaps presenting the average percent of genes represented by each GO term; adjacent dot plots show total gene number attributed to each GO term with the *x*-axis on a log2 scale. **C** Average number of expressed genes for the 30 GO terms that are most differentially represented between the different RNA-Seq datasets. Blue lettering, biological processes; green lettering, cellular components; black lettering, molecular functions. See Supplementary Table S1 for the number and proportion of expressed *A. queenslandica*, *AqS1*, *AqS2* and *AqS3* genes in each GO category

GO functional profiles of expressed and over-represented (enriched) genes in the three RNA-Seq data sets, with replicates averaged, were compared to determine if GO categories were equally represented in the different types of RNA-Seq libraries (Fig. 3B and Supplementary Table S1). This approach revealed differences in the representation of specific GO functions in each of the libraries. For the sponge *A. queenslandica*, on average, the expressed gene percentage of each GO term was higher in the bacterial unenriched-Poly(A)-RNA-Seq data (93.64%) compared to the rRNA-depleted-RNA-Seq data (86.57%) and the Poly(A)-RNA-Seq data (90.62%). For each bacterial symbiont, the rRNA-depleted-RNA-Seq data had the highest GO term expressed gene percentages compared to the Poly(A)-RNA-Seq data and bacterial unenriched-Poly(A)-RNA-Seq data (Fig. 3B). The rRNA-depleted-RNA-Seq average GO term expressed gene percentages were similar, 95.57, 98.62% and 95.62% for *AqS1*, *AqS2* and *AqS3*, respectively. In contrast, the average GO term expressed gene percentages of Poly(A)-RNA-Seq and bacterial unenriched-Poly(A)-RNA-Seq for the three symbionts varied considerably. For the Poly(A)-RNA-Seq, the average GO term expressed gene percentages decreased from 84.49% in *AqS1* to 77.45% in *AqS2* and 67.85% in *AqS3*. For the bacterial unenriched-Poly(A)-RNA-Seq, this percentage decreased from 21.88% in *AqS1* and 31.27% in *AqS2* to 0.43% in *AqS3* (Fig. 3B). These GO term percentages suggest that for the symbionts, the Poly(A)-RNA-Seq method produces bias in the functional types of genes that are captured.

We then used pairwise comparisons of expressed gene numbers in each of the RNA-Seq data sets to identify which functional groups of genes, as indicated by GO terms, were most differently captured by the different library types. For each pairwise comparison, the most differentially represented 30 GO terms were identified by the biggest differences of the expressed gene numbers. The most differentially represented GO terms included four biological process GOs (oxidation–reduction process, proteolysis, transmembrane transport and translation), four cellular component GOs (integral component of membrane, membrane, cytoplasm and plasma membrane) and 13 molecular function GOs (e.g. catalytic activity, hydrolase activity, transferase activity, ATP binding and DNA binding) (Fig. 3C). Overall, compared to unenriched-Poly(A)-RNA data, the rRNA-depleted- and Poly(A)-RNA data sets under-represented *A. queenslandica* genes involved in integral component of membrane, membrane, ATP binding and protein binding (Fig. 3C). For the three symbiotic bacteria, compared to the rRNA-depleted RNA data, the Poly(A)- and bacterial unenriched-Poly(A)-RNA data most underrepresented genes involved in oxidation–reduction, transmembrane transport, integral component of membrane and ATP binding (Fig. 3C).

## Discussion

### Transient Polyadenylation in Bacteria Reduces mRNA Capture in Poly(A)-RNA-Seq

Sequencing depth and coverage are central to assessing the efficacy of RNA-Seq (Sims et al. 2014). In this transcriptome analysis of the four dominant partners in the marine sponge *A. queenslandica* holobiont, we sought to identify which of the RNA-Seq approaches that we compared yielded the highest depth and coverage for genes expressed in both the sponge host and its three proteobacterial symbionts. Under conditions used in this study — i.e. libraries from bacterial-enriched cell preparations from adult sponges — we found that both rRNA-depleted- and Poly(A)-RNA-Seq capture sponge host transcripts at similar levels with at least 5 read pairs aligned (on average, 50.94% and 49.92% of genes in the genome). In contrast, only the rRNA-depleted-RNA-Seq captured a large proportion of the expressed genes in the symbionts (86.23% *AqS1*, 93.65% *AqS2* and 75.63% *AqS3* of genes per genome), compared to much smaller proportions obtained by Poly(A)-RNA-Seq (54.22% *AqS1*; 41.07% *AqS2*; 19.57% *AqS3* of genes per genome). This difference potentially reflects the different capacities of these two RNA-Seq approaches to efficiently capture bacterial mRNAs, which are relatively unstable (Selinger et al. 2003) and are polyadenylated just prior to degradation (Dreyfus and Regnier 2002). 

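A set of symbiont genes was seen with rRNA depletion alone. With at least 10 read pairs in every rRNA-depleted-RNA-Seq library, 187 *AqS1* genes, 216 *AqS2* genes and 214 *AqS3* genes had no pair in any Poly(A)-RNA-Seq library. No symbiont gene showed the opposite, at least 10 pairs in every Poly(A)-RNA-Seq library and none with rRNA depletion. Part of this follows from the few symbiont pairs in Poly(A)-RNA-Seq. Taking each gene's mean share of the species in the rRNA-depleted-RNA-Seq libraries, 2295 *AqS1* genes, 1187 *AqS2* genes and 778 *AqS3* genes would have at least 10 pairs in the 3 Poly(A)-RNA-Seq libraries together. Of these, 32 *AqS1* genes, 115 *AqS2* genes and 26 *AqS3* genes were at 0. Such genes were not limited to the symbionts, since by the same rule 2139 of 25684 sponge genes were at 0. The sponge had more pairs with Poly(A) capture than with rRNA depletion, so there the rule takes in genes with very few rRNA-depleted pairs.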

The Poly(A)-RNA approach captures a smaller number of bacterial mRNAs, because it can only capture those in the very transient state of polyadenylation coincidentally at the exact time of sample fixation.

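Within each symbiont, genes differed in their share of the transcriptome between the methods. In *AqS2*, 204 of 1340 tested genes were higher in Poly(A)-RNA-Seq and 422 were lower, in *AqS1* 254 of 2796 were higher and 382 lower, and in *AqS3* 26 of 1626 were higher and 117 lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 10 most abundant genes held 18.5% ± 0.739 (SD, n = 3) of *AqS2* pairs with Poly(A) capture and 10.3% ± 2.84 with rRNA depletion, and 18.8% ± 0.198 and 12.7% ± 1.92 of *AqS3* pairs (exact two-sided permutation test, p = 0.1 in both). For *AqS1* these shares were 15.7% ± 0.0578 and 17.8% ± 2.20 (exact two-sided permutation test, p = 0.4), and for the 100 most abundant *AqS1* genes the order turned, with 44.6% ± 0.236 and 43.8% ± 4.27 (exact two-sided permutation test, p = 1.0).

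The symbiont gene IDs come without names in the count tables. Standard errors below are the log2 fold change divided by the square root of edgeR's F, and are not taken from the model itself. AqS3v2_01713 rose most in *AqS3*, with 88 to 110 pairs in the Poly(A)-RNA-Seq libraries and 21 to 52 with rRNA depletion (log2 fold change 5.69, standard error 0.324, adjusted p = 2.56e-37 from edgeR), followed by AqS3v2_02257 (log2 fold change 4.96). In *AqS1*, AqS1v2_02669 had a log2 fold change of 3.65 (standard error 0.219) and AqS1v2_03144 one of 3.60 (standard error 0.207). On the scale of all 4 species these values were -2.55 and -2.67. In *AqS2*, AqS2v2_01233 had one of 2.97 (standard error 0.343) and AqS2v2_00334 one of 2.96 (standard error 0.468), and -2.31 and -2.45 on that scale. AqS3v2_01713 and AqS3v2_02257 did not pass the test on that scale (0.78 and 0.15). The genes that fell most had no pair in any Poly(A)-RNA-Seq library. Against a floor of 3 pairs over the 3 libraries, AqS2v2_01301 was at least 28.1-fold and AqS2v2_00592 at least 27.3-fold lower, AqS1v2_01460 at least 21.8-fold and AqS1v2_00217 at least 12.0-fold lower, and AqS3v2_01198 at least 14.8-fold and AqS3v2_02136 at least 11.6-fold lower.

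At equal depth, 110 *AqS2* genes were higher and 141 lower of 574 tested, 190 and 179 of 1583 in *AqS1*, and 26 and 25 of 241 in *AqS3*. The order of the higher and lower counts thus turned at equal depth in *AqS1* and *AqS3*, by few genes and in the only random draw tested. Fewer genes were also tested than over all pairs, where the tested genes numbered 2796 in *AqS1* and 1626 in *AqS3*. With at least 10 counts required in every library it turned in *AqS2*, with 55 genes higher and 43 lower, while *AqS1* had 219 and 221 and *AqS3* 28 and 31. Leaving out single libraries also changed the counts from all pairs, and with them the number of genes tested. Without library a, b or c it fell to 297 to 302 in *AqS3*, 613 to 680 in *AqS2* and 1639 to 1717 in *AqS1*. The counts therefore do not show the weight of a library alone. Without d, e or f, 2049 to 2058 *AqS3* genes were tested, more than with all libraries. In *AqS3*, 5 genes were higher and 12 lower without library d, 5 and 14 without e, and 6 and 29 without f, and the lower genes numbered 56 without a, 37 without b and 29 without c. In *AqS2*, 115 genes were higher and 142 lower without library a, 134 and 201 without b, and 111 and 162 without c, and the higher genes numbered 128 without d and 135 without e. In *AqS1*, 156 genes were higher and 200 lower without library c, and the lower genes numbered 233 without b, 214 without d, 222 without e and 220 without f. Library totals in place of TMM factors gave 109 higher and 540 lower genes in *AqS2* and 38 and 86 in *AqS3*. With the pairs of all 4 species as library size, so that the amount of a symbiont counts, edgeR called no symbiont gene higher in Poly(A)-RNA-Seq (0 at an unadjusted p under 0.05), and 2854 genes of *AqS1*, 1445 of *AqS2* and 1766 of *AqS3* were lower.

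**Figure D3:**
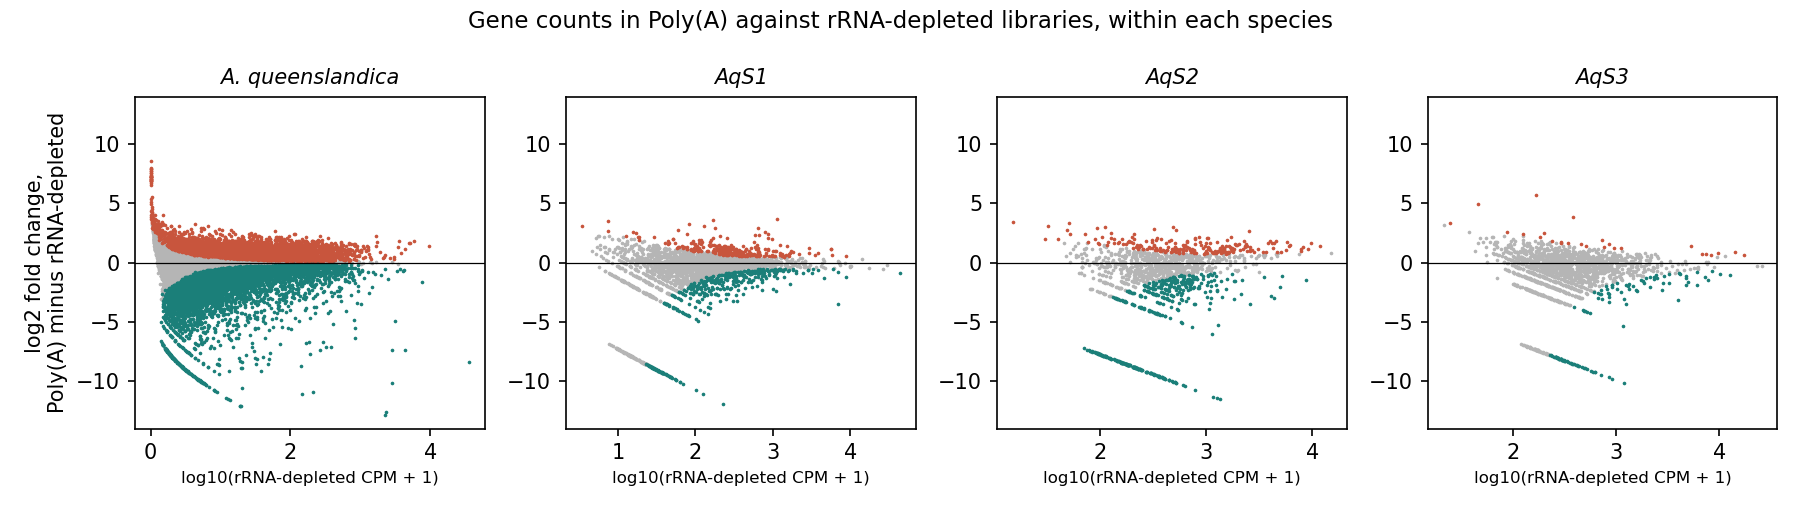
Log2 fold change of each tested gene (Poly(A) minus rRNA-depleted, vertical axis) against its mean CPM of the species in the rRNA-depleted-RNA-Seq libraries plus 1 (horizontal axis, log10), by species. Red points are higher and green points lower in Poly(A)-RNA-Seq at an adjusted p under 0.05 from edgeR, and grey points did not pass. The slanted lines of points at the bottom are genes with no pair in Poly(A)-RNA-Seq, whose fitted fold changes depend on the prior count. With the pairs of all 4 species as library size no symbiont gene would be red.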

Interestingly, however, the subset of bacterial mRNAs captured by Poly(A)-RNA-Seq method does not appear to provide a random sample of the bacterial transcriptome profile. If random, we expect all GO categories to reduce proportionally with the reduction in transcript coverage observed when comparing Poly(A)-RNA-Seq and rRNA-depleted-RNA-Seq libraries. Although many GO terms are shared between libraries (*AqS1*, 502; *AqS2*, 396, and *AqS3*, 29), we find there are 54 *AqS1*, 50 *AqS2* and 89 *AqS3* GO terms that are present only in rRNA-depleted-RNA-Seq transcriptomes. This bias appears not to support bacterial polyadenylation being a ubiquitous and random post-transcriptional modification (Maes et al. 2017), with poly(A) polymerases having no mRNA sequence specificity (Haugel-Nielsen et al. 1996). The differences between the detected and undetected GO terms in the poly(A)-RNA samples in this study suggest that mRNA turnover rate in *AqS1*, *AqS2* and *AqS3* may be gene-dependent. This observation is akin to that observed in other bacteria where variable mRNAs decay rates (Hui et al. 2014) could yield biased subsets of bacterial mRNAs captured by poly(A)-RNA-Seq. For instance, in *Escherichia coli*, RNAs from only 110 genomic regions were detected as being polyadenylated; other polyadenylated RNAs appear to degrade too rapidly to be detected (Maes et al. 2017). Bacterial mRNA turnover is modulated by ribonucleases (RNases), RNA binding proteins and small noncoding RNAs (sRNA) (Anderson and Dunman 2009) and could be facilitated by poly(A) polymerase (Hajnsdorf and Kaberdin 2018). These regulatory processes can play a vital role in bacterial stress adaptation, cell growth and virulence factor production (Anderson and Dunman 2009; Li et al. 2017). Interestingly, the GO categories captured in this study by rRNA depletion but not by poly(A) capture include processes related to stress adaptation and growth.

### rRNA-Depleted-RNA-Seq Best Captures the Holobiont Transcriptome

We found that the rRNA-depleted-RNA-Seq simultaneously captures a high proportion of the expressed genes in the sponge host and in the bacterial symbionts, which is in contrast to the Poly(A)-based RNA-Seq approach that we tested. Importantly, there was not a marked difference between sponge host transcriptome representation in rRNA-depleted- and Poly(A)-RNA-Seq data sets that were derived from bacterial cell enrichment. The similar output from both rRNA-depleted- and Poly(A)-RNA-Seq datasets indicate that (i) a sufficient number of sponge cells are captured using this bacterial cell enrichment method to generate highly representative RNA-Seq libraries and (ii) there is no substantial loss of host transcript abundance or representation in the rRNA-depleted-RNA-Seq dataset. In contrast, all three bacterial symbiont transcriptomes are significantly better covered using the rRNA-depleted-RNA-Seq approach. This high bacterial gene coverage in the rRNA-depleted-RNA-Seq libraries is similar to the human-pathogen system where an rRNA-depleted-RNA-Seq method captured 88% of the *Haemophilus influenzae* genes from in vitro human bronchial epithelium; the human transcriptome was simultaneously captured (Baddal et al. 2015). In addition, rRNA-depleted-RNA-Seq also improves detection of low abundance transcripts (Kim et al. 2019; Petrova et al. 2017) and noncoding RNA (Westermann et al. 2016), which could reveal a more complex host-symbiont transcriptome profile.

Despite the ability of rRNA-depleted-RNA-Seq to capture a better representation of bacterial transcripts, our study also demonstrates that this approach may not obtain a near-complete representation of transcripts from the less abundant bacterial members of the holobiont. *AqS1* alone comprises well over 50% of the bacterial community (Fieth et al. 2016). While its transcriptome appears to be well-represented, the least abundant of major symbionts, *AqS3* (3.5% of the community), is less well representative (gene depth is similar to *AqS1* but gene coverage is lower — 80.4% vs 89.7%), assuming this difference is not related to biological differences (i.e. proportion of the genome expressed). 

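*AqS3* had fewer read pairs per detected gene than *AqS1* in every rRNA-depleted-RNA-Seq library. Median depth per library was 35 to 62 pairs in *AqS3* and 352 to 530 in *AqS1*. The lower quartile was 19.3 ± 6.81 pairs (SD, n = 3) in *AqS3* and 131 ± 42.2 in *AqS1*, and the upper quartile 102 ± 22.9 and 1126 ± 135. *AqS3* also had fewer pairs in all, with 780334 over the 3 libraries against 12488097 for *AqS1*. The difference in depth between the symbionts exceeded the spread of the libraries, since the ranges do not overlap. No test between the symbionts was made.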

Increasing the amount of input RNA from bacterial enrichments, and/or increasing the number of reads generated, could relatively easily increase the amount of available sequence data to be mapped to the genomes of less abundant members of the holobiont. This will increase the transcript representation of numerically minor members of the holobiont.

## Conclusion

We provide here the first, to the best of our knowledge, quantitative and qualitative comparison of RNA-Seq methods that address the high proportion of rRNAs in both eukaryotic and prokaryotic transcriptomes by either selecting for polyadenylated mRNAs or depleting rRNAs. In doing so, we empirically demonstrate that the latter approach — depleting rRNAs prior to construction of an RNA-Seq library — can be applied to a marine animal holobiont to successfully achieve simultaneous and quite comprehensive capture of transcripts of both the animal host and its bacterial symbionts. Although selection for polyadenylated mRNAs, which is the approach routinely used for animal transcriptomes, does indeed capture some of the bacterial symbiont transcripts, it does so in a biased manner that renders it unsuitable for symbiosis studies where the goal is to study gene expression in both host and symbionts. Instead, depleting rRNA in both host and symbionts in a single step provides a time- and cost-efficient approach that can proceed through to simultaneous capture of transcriptomes from all partners using the same biological samples. The approach should be relatively easily applied to any holobiont comprising a eukaryotic host and bacterial symbionts.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Genomes of the marine sponge *A. queenslandica* and of the three proteobacterial symbionts, *AqS1*, *AqS2* and *AqS3*, used in this study are available at NCBI under Bioproject accession PRJNA668660t. RNASeq datasets generated in this study are available at NCBI under accession GSE205425.

How the deposited data were processed for this re-analysis (not part of the article)

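RNA from 6 biopsies of adult *A. queenslandica* was analysed, after enrichment of bacterial cells, with 3 libraries made by rRNA depletion (a, b, c) and 3 by poly(A) capture (d, e, f). The library made without bacterial enrichment was not used here. The deposited counts were made by the authors from trimmed and aligned read pairs, with Trimmomatic 0.36, HISAT2 2.0.5, SAMtools 1.3 and HTSeq 0.11.2, as pairs on coding sequences by strand, with reads that aligned to more than 1 of the 4 genomes removed before counting. No normalization is included in these values. The 8 tables read hold 24 columns of counts, 1 for each of the 6 libraries in each of the 4 species.

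From the counts, the share of each species, gene coverage at 1 and at 5 read pairs, median gene depth over detected genes, the share of the 10 most abundant genes, and Spearman's rho across all genes were computed per library or pair of libraries. Methods were compared by exact permutation tests of 3 libraries against 3, whose smallest p is 0.1 two-sided and 0.05 one-sided. Coverage at equal depth is the expected percent of genes with at least 1 pair when the smallest of the 6 totals of a species is drawn from each library without replacement. For AqS3 this expectation differed from the mean of 50 random draws by at most 0.100 percentage points. Correlations at equal depth are means over 20 random draws, and edgeR at equal depth used only the first of these draws.

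Genes were compared within each species with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, quasi-likelihood tests and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was run as an alternative. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. The edgeR step was tested on simulated counts in which 200 genes were changed, 100 by 2-fold and 100 by 4-fold. It recovered 56% and 80% of these in the sponge, 53% and 84% in AqS1, 36% and 98% in AqS2, and 11% and 68% in AqS3. Unchanged genes made up 9.33% of the calls in the sponge, 8.05% in AqS1, 4.96% in AqS2 and none in AqS3, so the share in the sponge and AqS1 was above the 5% aimed for. The simulated changes were few and evenly split between rises and falls. In the real counts 52.5% of tested sponge genes and 46.7% of tested AqS2 genes changed, so these shares may not hold for them.

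The genes named are, per species, the 2 with the largest rise and the 2 with the largest fall among those past the test, with every library of one method above every library of the other and a mean count of at least 10 in the higher method. A fold against 3 libraries at 0 is a lower bound, with 3 pairs over the 3 libraries as the floor. The tables do not pair IDs with names, and the reference gene table matched 0 IDs in each of the 4 species, so gene lists, gene ontology, gene length and GC content were not analysed here. Read pairs without molecular identifiers are not independent molecules, so limits from counting cover counting error only. These tests, the naming rule and the alternatives were set before the data were examined. The alternatives were other thresholds, other ways to join replicates, equal depth, other scalings, DESeq2, other filters, and leaving out each library in turn.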

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

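Of the tests below, all but those of expression differing between biopsies for the sponge genes with few pairs and of a few abundant genes were chosen only after the result was seen.

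Sponge genes with 1 to 4 read pairs were scarce in libraries a, b and c, and 450 sponge genes with at least 20 pairs in b and in c had none in a, a count of genes that the paper does not report. A lower number of reads is argued against, since Poly(A)-RNA-Seq libraries thinned to the sponge total of library a kept at least 17.5% of their detected genes at 1 to 4 pairs. Differences between biopsies of like relative size at every level of expression are argued against by a chi-square per degree of freedom between b and c only 1.10 times as high at 200 to 400 pairs as at 20 to 40. Whether each molecule was counted many times stays open, since the chi-square at 20 to 40 pairs (8.80 for b and c, 15.8 for a and b, 15.7 for a and c, against 3.20 for d and e, 3.17 for d and f and 2.57 for e and f) also holds other differences between biopsies. At 400 to 1000 pairs it was much the same with rRNA depletion, at 9.43 for b and c, 16.3 for a and b and 16.1 for a and c. With Poly(A) capture it was higher there, at 5.00 for d and e, 5.62 for d and f and 3.13 for e and f.

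In symbiont genes at 0 in Poly(A)-RNA-Seq, library a had more pairs than b, a difference between libraries that the paper does not report, with a median ratio of 2.92 in *AqS1*, 3.29 in *AqS2* and 3.49 in *AqS3*, and the ratio fell as Poly(A) pairs rose. Library size is argued against, since it shifts all genes alike and the ratio was at least 2.88 times higher in these genes than in those with the most Poly(A) pairs. Material that poly(A) capture leaves out, present in unequal amounts, stays open. Of the 163 such *AqS1* genes with at least 100 pairs over the rRNA-depleted-RNA-Seq libraries, 95.7% lay above the median ratio of the genes with the most Poly(A) pairs. That share restates the trend and favours no cause. Expression differing between biopsies stays open too. The median ratio of a to b also fell in the sponge. It was 1.28 in genes at 0 in Poly(A)-RNA-Seq and 0.882 in those with the most Poly(A) pairs. For c to b it fell from 1.98 to 1.11 in *AqS1*, 1.41 to 1.16 in *AqS2* and 1.70 to 1.17 in *AqS3*. In the sponge the ratio of c to b went the other way, from 1.07 to 1.14. Each library is another biopsy, so library and biopsy cannot be told apart for these genes.

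At equal depth, symbiont gene coverage at 1 read pair stayed lower in Poly(A)-RNA-Seq, with 32 *AqS1* genes, 115 *AqS2* genes and 26 *AqS3* genes at 0 where at least 10 pairs would be seen from their share with rRNA depletion. The number of read pairs as the whole cause at 1 pair is argued against by the smallest difference, 8.69 percentage points in *AqS1*. Equal pairs need not be equally many molecules, whose number was not tested. Without the 10 genes with the highest mean count over the 6 libraries, the differences were 22.1 points in *AqS2* and 15.2 in *AqS3*. Nearly all pairs of these symbionts came from rRNA depletion. The genes left out thus need not be those that dominate with Poly(A) capture, and the test cannot decide on the latter. In *AqS1* the difference was 9.04 points, but the 10 most abundant genes held no larger share with Poly(A) capture, so the test cannot decide there either. A few abundant genes and a wider set of genes both stay open, since the 100 most abundant held 59.9% of *AqS2* pairs with Poly(A) capture and 38.8% with rRNA depletion. At 5 pairs coverage in Poly(A)-RNA-Seq was lower by 5.73 points in *AqS1* and 22.6 in *AqS2*, and in *AqS3* by 1.47 points, within the spread of the libraries (exact two-sided permutation test, p = 0.4), so the number of reads stays open for *AqS3* there. Material that poly(A) capture leaves out stays open, since equal-depth coverage was ordered a over c over b in 3 of 3 symbionts, and 3 libraries are too few to decide. The paper proposes that bacterial mRNAs are polyadenylated just before they are degraded, a biological explanation that was not tested.

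In the sponge, 135 genes had at least 10 pairs in every rRNA-depleted-RNA-Seq library and none in any Poly(A)-RNA-Seq library, a count the paper does not report. The opposite held for 50 sponge genes. By the share rule used for the symbionts, 25684 sponge genes would have at least 10 pairs in Poly(A)-RNA-Seq, and 2139 of these were at 0. Many of them can have very few rRNA-depleted pairs, since the sponge had more pairs with Poly(A) capture.

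The splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05, and 1 split of the 10 reached the real value in each species. The real split changed 10495 sponge genes, 636 *AqS1* genes, 626 *AqS2* genes and 143 *AqS3* genes with edgeR. The highest of the other splits changed 0 in each (at an unadjusted p under 0.05 from edgeR, at most 133, 61, 16 and 41). Each of the other splits mixes both methods in both groups, which widens the spread within them. Few changed genes were thus likely there in advance, and the 0 lends the real split no support.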

How the results depend on the processing

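No alternative was added after the results were seen. Values are Poly(A) minus rRNA-depleted, coverage and shares in percentage points and depth as log2 ratios, and where a cause is not given the cause was not tested. No paired analysis was possible because the groups share no replicate labels. The loess correction for GC content and length, and gene lists with their estimated correlation, were not run, since no table pairs the IDs with sequences or names.

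Leaving out the 10 genes of each species with the highest mean count over the 6 libraries moved the share of *AqS1* to -14.7. For coverage at 1 pair, a threshold of 2 pairs gave -23.1 in *AqS1*, -36.5 in *AqS2* and -43.3 in *AqS3*. Thinning to the smallest total gave -8.69, -22.4 and -15.8, by fewer reads. Detection in all 3 libraries gave -25.2, -38.9 and -42.1, and in any of the 3 it gave -14.7, -19.9 and -29.4, and reversed the sponge to -1.27. In all 3 libraries, sponge coverage kept its direction, at 52.3% with Poly(A) capture and 44.5% with rRNA depletion.

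For coverage at 5 pairs, a threshold of 10 pairs gave -42.3, -65.4 and -60.3 in the symbionts, in the order *AqS1*, *AqS2*, *AqS3*. Thinning gave -5.43 in the sponge and -5.73, -22.6 and -1.47 in the symbionts. Equal depth with 5 pairs in place of 1 is the same calculation, and against the result at 1 pair the sponge (-5.43) reversed. Detection in all 3 libraries reversed the sponge to 3.84 and gave -37.8 in *AqS1* and -61.3 in *AqS2*. Detection in any gave -6.40 in the sponge, -26.0 in *AqS1* and -43.2 in *AqS2*.

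Median depth over genes with at least 5 pairs was 0.57 in the sponge, -4.57 in *AqS1*, -3.63 in *AqS2* and -2.45 in *AqS3*. Over all genes, 0 included, it was -5.88 in *AqS1* and -5.54 in *AqS2*, with no log ratio for *AqS3* (Poly(A) median 0) nor the sponge (median 0 in library a). As CPM of the 4 species it was -0.68 in the sponge, reversed, and -5.73, -5.20 and -4.24 in the symbionts. As CPM of the species it reversed to -0.98 in the sponge, 0.47 in *AqS1* and 0.98 in *AqS3*, and was -0.27 in *AqS2*. The single most abundant gene gave -1.69 in the sponge, reversed from the 10 most abundant, 1.11 in *AqS2* and 0.611 in *AqS3*. The 100 most abundant genes gave 2.90 in the sponge, 0.732 in *AqS1*, reversed, and 21.1 in *AqS2*.

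The difference in mean rho between replicates, rRNA-depleted minus Poly(A), over genes with at least 1 pair in both libraries was -0.0321 in the sponge, 0.0880 in *AqS1* and 0.124 in *AqS2*, and with at least 5 pairs -0.0328 in the sponge, 0.0936 in *AqS1* and 0.107 in *AqS3*. Pearson's r of log2 counts gave 0.0432, 0.0296 and 0.0539 in the symbionts. Thinning gave 0.0188 in *AqS1* and reversed *AqS2* (-0.00337) and *AqS3* (-0.0253). Between methods, mean rho with at least 5 pairs was 0.816 in *AqS1*, 0.645 in *AqS2* and 0.625 in *AqS3*. Pearson's r was 0.932 in the sponge, 0.826 in *AqS1* and 0.667 in *AqS2*, and thinning gave 0.884 in *AqS1* and 0.626 in *AqS3*.

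For the edgeR counts, a test against a fold of at least 2 gave 983 higher and 2151 lower sponge genes, 26 and 46 in *AqS1*, 50 and 256 in *AqS2*, and 3 and 21 in *AqS3*, by its stricter test. With at least 10 counts in every library, 221 *AqS1* genes were lower, 55 *AqS2* genes higher and 43 lower, which turned the order of these counts, and 31 *AqS3* genes lower, with fewer genes tested. Thinning gave 179 lower in *AqS1*, 110 higher and 141 lower in *AqS2*, and 25 lower in *AqS3*. No factors gave 109 higher *AqS2* genes. With the pairs of all 4 species as library size, edgeR called 0 symbiont genes higher (0 at an unadjusted p under 0.05) and 2854, 1445 and 1766 lower, since the amount of each symbiont then counts. DESeq2, run only within species, called 311, 186 and 34 higher. On that library size AqS1v2_02669 (-2.55), AqS1v2_03144 (-2.67), AqS2v2_01233 (-2.31) and AqS2v2_00334 (-2.45) reversed, and AqS3v2_01713 (0.78) and AqS3v2_02257 (0.15) no longer passed.

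Without 1 library at a time, the rho difference ranged from -0.0598 to -0.0366 in the sponge, lowest in size without a, from 0.0494 (without c) to 0.0702 in *AqS1*, from 0.0661 (without c) to 0.0902 in *AqS2*, and from 0.118 to 0.182 (without a) in *AqS3*. Sponge coverage at 5 pairs ranged from -3.04 to 0.440 (reversed without c), at equal depth from -1.44 (reversed without a) to 2.64, and sponge depth from -0.0218 (reversed without b, and without c at -0.000225) to 0.17. Higher genes numbered 156 (without c) to 263 in *AqS1*, 111 (without c) to 139 in *AqS2*, and 5 (without d or e) to 33 in *AqS3*, and lower genes 200 (without c) to 277, 142 (without a) to 353, and 12 (without d) to 56. Without a, b or c, filterByExpr tested fewer symbiont genes. Of 199 values for named genes over the alternatives, 193 kept their direction and side of the threshold. Fits that left a named gene untested are not among these values. The genes were named for their large changes in the same data, so most were likely to keep them. Shares, coverage at 1 pair and the share of the 10 most abundant genes kept their direction in each of these 24 values per measure. With 3 libraries per method and 11130 to 11797 *AqS3* pairs in Poly(A)-RNA-Seq, genes with few pairs limit what can be called in *AqS3*.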

Differences from the paper's values

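The Poly(A)-RNA-Seq share of *AqS1* was 0.221% of counted pairs, and the paper's value is 0.6% of mapped reads. For *AqS2* it was 0.0538% against the paper's 0.2%, and for *AqS3* 0.0270% against the paper's 0.1%. The counts hold only pairs on coding sequences, so the denominators are not the same. Of the alternatives set before the data were examined, none brought these shares within the paper's: without the 10 most abundant genes, and without library d, e or f in turn, they still differed.

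The paper states that the gene depth of *AqS3* is similar to that of *AqS1*. The mean of the library medians was 47.0 in *AqS3* and 446 in *AqS1* with rRNA depletion, and with Poly(A) capture it was 4 and 13.7. The paper states that the depth distributions of the sponge were similar between the methods. The medians, 110.0 and 113, were alike, while the lower quartile was 23.7 ± 7.23 with rRNA depletion and 13.7 ± 0.577 with Poly(A) capture, and the upper quartile 512 ± 27.1 and 795 ± 36.7 (SD, n = 3). These are pairs not scaled for library size, and the Poly(A)-RNA-Seq libraries held more sponge pairs.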

Other observations

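Of the tests below, those of carry-over and of genes at 0 were chosen only after the result was seen.

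Symbiont pairs in Poly(A)-RNA-Seq amounted to 2.24% of those in rRNA-depleted-RNA-Seq for *AqS1*, 5.21% for *AqS2* and 4.39% for *AqS3*. Were they all reads carried over from the rRNA-depleted libraries, each gene would keep its share. The genes with few or no Poly(A) pairs set an upper limit on the carried-over part of 13.7% in *AqS1*, 18.1% in *AqS2* and 48.4% in *AqS3*, with counts divided by the chi-square per degree of freedom between Poly(A)-RNA-Seq libraries. Carry-over in proportion to the summed counts of libraries a, b and c is argued against as the whole source in all 3 symbionts. The limit in *AqS3* lies close to the 50% bound that the test used, and a smaller part stays open. Carry-over mainly from a particular library was not tested.

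Genes at 0 in all 6 libraries lay next to each other in the gene numbering more often than in any of 10000 shuffles. The consecutive pairs numbered 148 in *AqS1* (highest shuffle 37), 15 in *AqS2* (7), 179 in *AqS3* (62) and 7574 in the sponge (4102), each with a permutation p of 0.0001, the smallest the shuffles can give. The longest runs were 17, 3, 41 and 46 genes. The tables do not state that the numbering follows genome order.

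Genes with consecutive numbers shifted together between the methods. Pearson's r of neighbours' log2 fold changes across genes, with abundance taken out, was 0.183 in *AqS1*, 0.203 in *AqS2*, 0.208 in *AqS3* and 0.276 in the sponge (permutation p 0.0001 each, the smallest the shuffles can give, and 0.0001 adjusted over the 4 species). Genes are not independent replicates.

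The total *AqS1* pairs of libraries d, e and f had an SD of 135, with a ratio of highest to lowest of 1.00, while the sponge totals of the same libraries had a ratio of 1.20.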
